A study of Mus musculus with 32 samples.

How the data were processed

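The series profiled histone H3 lysine 9 trimethylation (H3K9me3), a mark of heterochromatin, by ChIP-seq in male mouse germ cells. Per the labels, the cells came from testes of animals that carry the Mvh-Venus transgene, a fluorescent germ cell reporter, at embryonic days 13.5 and 16.5 (E13.5, E16.5) and postnatal days 0 and 3 (P0, P3). Each stage had animals heterozygous for Morc1 (het) and homozygous knockouts (KO). The labels list 32 samples in 16 groups of 2. In 16 samples an H3K9me3 antibody was used, and in the other 16 an antibody against histone H3. Per the labels' protocols, cells were fixed with formaldehyde, chromatin was sonicated, and libraries were made with a low-input kit.

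The data used here were 8 peak lists deposited by the authors, one for each genotype and stage of the H3K9me3 samples. Each list has 3 columns and no header: the chromosome and the start and end of each peak in base pairs, as the authors deposited them. No peak height, fold enrichment, score or p-value accompanies a peak. The peak caller, its threshold, the use of the H3 libraries as control, the genome build, read depths and the handling of replicates are stated neither in the lists nor in the labels. Each list names a stage and a genotype and no replicate, so it was treated as 1 pooled call set per group and assigned to its group by those names. The H3 samples had no list of their own and entered no comparison. Read depth is therefore unknown, and peak number and covered length depend on it as well as on the calling threshold. With 1 list per group there was no replicate error, and no p-value was computed between genotypes or stages. Intervals are 95% Wilson intervals, which cover counting error only. They treat peaks as independent, which neighbouring peaks are not. Where a count was 0, the limit given is 3 counts of the total.

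Peaks on chromosomes 1 to 19, X and Y were kept. The mitochondrial peaks, at most 2 per list, were left out. A peak counted as shared when it had at least 1 bp in common with a peak of the other genotype's list at the same stage, and otherwise as het-only or KO-only. The Jaccard index is the number of base pairs in both lists divided by the number in either. Both measures were set beside 100 random placements of one list, which kept peak lengths and chromosomes and ran from the first to the last peak of each chromosome. Assembly gaps were not left out of these placements, since no genome sequence was used here. Smaller free space would raise the random overlap. In that respect the random Jaccard indices are lower limits, and the random shares of peaks without a counterpart are upper limits. Peak length stood in for peak strength, which the lists do not give.

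The recurrence of genotype-specific calls between stages was an analysis added after the overlaps within stages had been examined. The genome was divided into 1 kb bins, and a bin counted as called when at least 50% of it lay in a peak. Over bins called in 1 genotype only at both of a pair of stages, the odds ratio compares bins with the same direction at both stages with bins that changed direction. Neighbouring bins are not independent, so the odds ratio is given with its range over 20 chromosomes (the autosomes and X) in place of an interval. In 20 simulations, in which 10% of peaks were dropped at random and independently from copies of a list of 78816 peaks, the odds ratio averaged 0.976 (range 0.788 to 1.34). When 200 losses were planted in both simulated KO lists, 200 were recovered one by one, but the odds ratio was 1.35, barely above the highest value without them. The odds ratio therefore shows only recurrence well beyond that number of losses.

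Gene positions came from the RefSeq gene table of assembly GRCm38, which holds gene starts and ends without strand, exons or sequence. Because the build of the lists is not stated, it was checked against the lists themselves. Of the 1 kb windows at the ends of 21887 protein-coding genes, 7.20% touched a P0 het peak. When the genes were shifted by 10 distances from 10 to 200 kb, 10.1% to 12.0% did. The unshifted position gave the lowest share on 20 of 20 chromosomes. The table was used on that basis for gene names, for neighbouring genes and for overlap with gene bodies. No gene coordinate is printed, and peak coordinates are 1-based, on the build of the lists. A peak was assigned to gene bodies by its midpoint.

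Named genes and regions followed a rule set before the data were examined. It covered Morc1, the longest peak of each list, the longest het-only and KO-only peak of each stage, and up to 5 protein-coding genes per direction. Those genes had to differ between het and KO in the same direction at all 4 stages in the base pairs of the gene body covered by peaks, and were ranked by their smallest difference over the stages. For 4 gene families, defined by the start of the gene symbol (Zfp; Olfr; Vmn1r and Vmn2r; Pcdh), the net covered length (het minus KO) was ranked among 10000 random gene lists of the same size and gene length deciles. These random lists do not keep the clustering of a family, and overlapping genes count the same base pairs repeatedly, so the percentiles describe these lists and are not tests. Percentiles below 2.5 or above 97.5 were taken as outside the random range.

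The alternatives set before the data were examined were the longer 50% of each list, equal peak numbers (the longest peaks of the larger list), autosomes only, peaks closer than 1 kb joined, an overlap of at least 50% of the peak, and gene families with 5 kb on each side. Joining at 5 kb, leaving out peaks of the most common length, gene bodies by base pairs or with equal numbers, and the settings of the recurrence analysis were chosen after seeing the data. Shares in repeats, in high-copy sequence and at promoters, and exon or intron positions, were planned but not computed, since no genome sequence, strand or exon annotation was used here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap functions were checked against bedtools 2.31.1 on random placements.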

Results

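H3K9me3 was mapped in male germ cells of Morc1 heterozygous (het) and Morc1 knockout (KO) mice at E13.5, E16.5, P0 and P3, the period in which male germ cells are gonocytes. Morc1 encodes a nuclear ATPase of germ cells, and the series asked how its loss affects gonocyte chromatin. Each of the 8 groups held 2 H3K9me3 samples and was represented by 1 peak list. There was no replicate error for any value, read depth was unknown, and comparisons describe the lists.

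The het lists held 52628 peaks at E13.5, 78816 at E16.5, 86812 at P0 and 81140 at P3. The KO lists held 57803, 74642, 93523 and 86238 peaks at the same stages. The het peaks covered 166.1 Mb at E13.5, 306.2 Mb at E16.5, 325.0 Mb at P0 and 287.2 Mb at P3. The KO peaks covered 189.5, 282.7, 339.5 and 314.0 Mb. The median peak length ranged from 1853 bp in the E13.5 het list to 2551 bp in the P3 KO list. A length of 1001 bp was the most common in every list and accounted for 14.8% (P0 het) to 22.6% (E13.5 het) of peaks. Except for 1 peak of 970 bp in the P3 KO list, it was also the shortest length.

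The targeted gene carried few called base pairs. Within the Morc1 gene body (chromosome 16), het peaks covered 2.002 kb at E13.5, 1.62 kb at E16.5, 3.47 kb at P0 and 3.21 kb at P3. KO peaks covered 1.56 kb at E13.5 and 1.00 kb at P3, and no KO peak was called there at E16.5 or P0. Peak lists hold no expression value, so the knockout itself was not checked by these lengths.

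To ask how H3K9me3 territory changed through the gonocyte stage, lists of the same genotype were compared between consecutive stages. The largest change in covered length, in the share of new peaks and in overlap fell between E13.5 and E16.5. The length covered at E16.5 was 1.84 times that at E13.5 in het and 1.49 times in KO, and 45.9% of the E16.5 het peaks and 38.5% of the E16.5 KO peaks had no counterpart at E13.5. Of the E13.5 peaks, 13.0% in het and 17.6% in KO had no counterpart at E16.5. Loss was not largest at this step. Of the E16.5 peaks, 21.4% in het and 15.7% in KO had no counterpart at P0. Of the P0 peaks, 22.0% in het and 21.6% in KO had none at P3. Between E16.5 and P0 the covered length rose 1.06 times in het and 1.20 times in KO. From P0 to P3 it fell to 0.884 of the P0 length in het and 0.925 in KO. The Jaccard index between consecutive stages rose with age, from 0.453 to 0.589 and 0.643 in het and from 0.505 to 0.593 and 0.655 in KO. The index cannot exceed the smaller covered length divided by the larger, and these lengths differed most between E13.5 and E16.5. Its low value at that step can therefore come in part from list length, and growing agreement with age does not follow from it. Random placements averaged at most 0.0696 in these 6 comparisons. The alternative that moved these indices most was the use of equal peak numbers for E13.5 and E16.5, which gave 0.471 in het.

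The effect of Morc1 loss was then examined by comparing het and KO within each stage. The covered length in KO relative to het was 1.14 at E13.5, 0.923 at E16.5, 1.04 at P0 and 1.09 at P3. The direction was shared by all 19 autosomes at each stage. The X chromosome went the other way at E16.5, with 1.03, and at P0, with 0.969, and had 1.20 at E13.5 and 1.11 at P3. The autosomal ratios ranged from 1.09 to 1.19 at E13.5, from 0.904 to 0.946 at E16.5, from 1.02 to 1.12 at P0 and from 1.07 to 1.15 at P3. With the longest peaks taken in equal numbers, the ratios were 1.11, 0.936, 1.02 and 1.08, the largest shift among the alternatives tried. The Jaccard index of het and KO was 0.713 at E13.5, 0.798 at E16.5, 0.699 at P0 and 0.666 at P3, against random means of 0.0374, 0.0629, 0.0709 and 0.0641. Within every stage it exceeded the index of either genotype with the stage before or after. The margin was smallest at P0 and P3, where the index of P0 with P3 was 0.643 in het and 0.655 in KO. Across genotypes, P0 het with P3 KO reached 0.588 and P0 KO with P3 het 0.585. The equivalent cross-genotype indices of E16.5 with P0 were 0.591 and 0.590, close to the same-genotype values of 0.589 and 0.593. E13.5 het with E16.5 KO gave 0.481, and E13.5 KO with E16.5 het gave 0.479. Both lay between the same-genotype values of that step, 0.453 in het and 0.505 in KO.

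**Figure D1:**
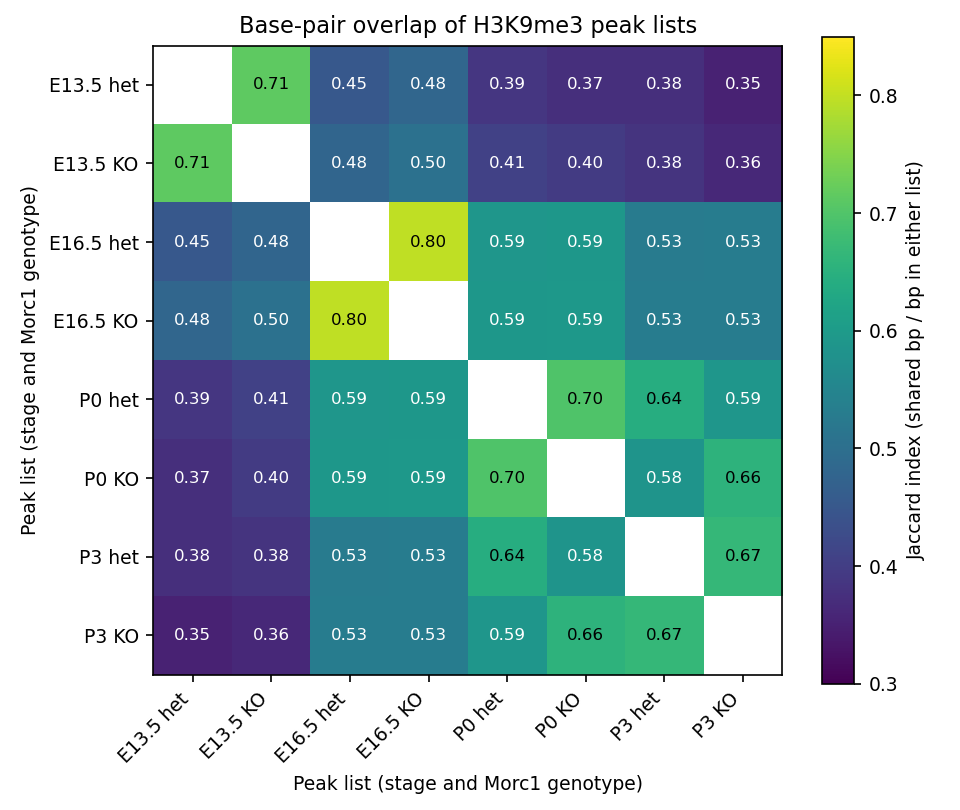
Jaccard index (shared base pairs divided by base pairs in either list) for each pair of the 8 H3K9me3 peak lists, with stage and Morc1 genotype on both axes and the diagonal left blank. Het and KO of one stage give the highest values (0.666 to 0.798), and P0 with P3 is higher within a genotype (0.643 and 0.655) than across genotypes (0.588 and 0.585).

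Genotype-specific peaks were counted next. At E13.5, 5926 het peaks (11.3%, 95% interval 10.99 to 11.53%) had no KO counterpart and 12366 KO peaks (21.4%, 21.1 to 21.7%) had no het counterpart. At E16.5 the balance was the other way, with 10536 het-only peaks (13.4%, 13.1 to 13.6%) and 5180 KO-only peaks (6.94%, 6.76 to 7.12%). At P0 there were 10422 het-only peaks (12.01%, 11.8 to 12.2%) and 18149 KO-only peaks (19.4%, 19.2 to 19.7%). At P3 there were 11296 het-only peaks (13.9%, 13.7 to 14.2%) and 17851 KO-only peaks (20.7%, 20.4 to 21.0%). Under random placement, 74.7% to 86.0% of het peaks and 76.5% to 87.5% of KO peaks had no counterpart. Of the alternatives tried, keeping the longer 50% of each list moved the counts most, for example to 2676 het-only and 5842 KO-only peaks at E13.5. The number of KO-only peaks per het-only peak was 2.09, 0.492, 1.74 and 1.58 over the 4 stages. It depended on list size: with equal numbers of peaks it was 1.17, 0.849, 1.09 and 1.12. It moved toward 1 at each stage and kept its direction.

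Genotype-specific peaks were shorter than shared peaks in every list. Their median length was 1001 bp in both lists at E13.5, in both at E16.5 and in the P0 KO list, and 1528 bp, 1288 bp and 1257 bp in the P0 het, P3 het and P3 KO lists. Medians of shared peaks lay between 2075 bp (E13.5 het) and 3112 bp (P3 KO). Peaks of the most common length made up 72.5% of the het-only peaks at E13.5, 61.1% at E16.5, 35.4% at P0 and 41.7% at P3. They made up 59.0%, 73.7%, 50.4% and 46.7% of the KO-only peaks.

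Long genotype-specific peaks occurred mainly after birth and mainly in het. Of het peaks of at least 3 kb, 80 of 14936 lacked a KO counterpart at E13.5 (0.536%, 95% interval 0.431 to 0.666%) and 295 of 31802 at E16.5 (0.928%, 0.828 to 1.04%). At P0 the number was 2163 of 36262 (5.96%, 5.73 to 6.21%), and at P3 it was 1803 of 33737 (5.34%, 5.11 to 5.59%). KO peaks of at least 3 kb without a het counterpart numbered 294 of 16927 at E13.5 (1.74%, 1.55 to 1.94%), 53 of 29545 at E16.5 (0.179%, 0.137 to 0.235%), 470 of 36503 at P0 (1.29%, 1.18 to 1.41%) and 872 of 36439 at P3 (2.39%, 2.24 to 2.56%). At P0 and P3 the KO list was the longer in peak number and covered length, yet the het list held more long unmatched peaks. Among peaks under 2 kb the order was opposite, with 18.5% of het and 42.4% of KO peaks unmatched at P0 and 24.0% and 44.9% at P3.

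**Figure D2:**
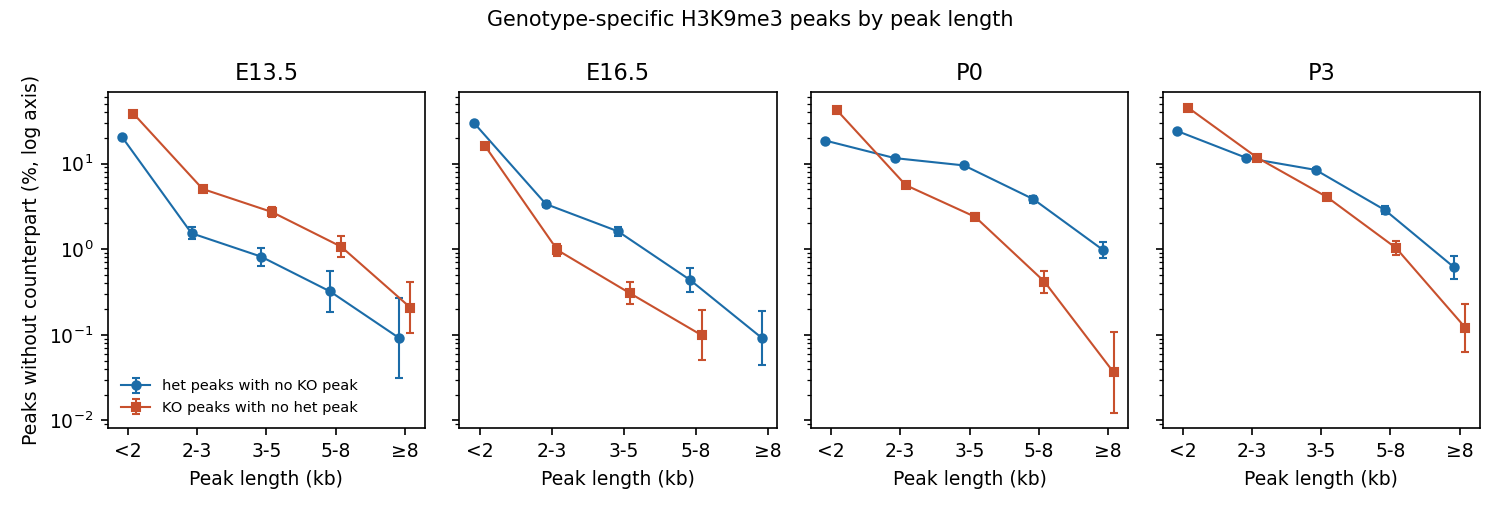
Share of peaks without a counterpart in the other genotype (percent, log axis) by peak length in kb at each stage, for het peaks (blue circles) and KO peaks (red squares), with 95% Wilson intervals as bars. At P0, 9.51% of het peaks of 3 to 5 kb were unmatched against 2.39% of KO peaks; the KO point for 8 kb and more at E16.5 is not drawn because 0 of 6871 peaks were unmatched, a count of 0 that allows a share of up to 0.0437% (3 counts of the total).

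Because each genotype and stage had 1 list, genotype-specific calls were compared between stages in place of replicates, a comparison chosen after the overlaps above had been seen. Of the 1 kb bins called in 1 genotype only at both P0 and P3, 19468 were het-only at both and 16139 were KO-only at both. Another 2457 went from het-only at P0 to KO-only at P3, and 2379 went from KO-only to het-only. The direction was thus the same in 88.0% of such bins, and the odds ratio was 53.8, with a range of 33.9 to 78.0 over 20 chromosomes. Among the 4 alternatives tried, the use of the longer 50% of each list moved this odds ratio most, to 74.8. Simulated lists with independent losses gave at most 1.34. The odds ratio was 0.829 for E13.5 with E16.5, 1.18 for E13.5 with P0 and 1.24 for E13.5 with P3. It was 1.25 for E16.5 with P0 and 1.03 for E16.5 with P3, and the last fell to 0.905 with equal peak numbers. Equal peak numbers gave 1.37 for E13.5 with P0 and 1.43 for E13.5 with P3. Recurrence far above the simulated range was thus seen for P0 with P3 and for no other pair of stages. Weak sharing would not show in this measure, since 200 shared losses planted in simulated lists gave an odds ratio of 1.35.

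The long het-only peaks were also followed singly. Of the 2163 het-only peaks of at least 3 kb at P0, 1605 (74.2%) overlapped a P3 het peak and no P3 KO peak, 13 (0.601%) overlapped a KO peak only, 267 overlapped both and 278 overlapped neither. At E16.5, the same 2163 positions overlapped peaks of both genotypes in 762 cases, het only in 246, KO only in 67 and neither in 1088. At E13.5 the direction was opposite, with 87 positions called in het only and 180 in KO only. The whole lists leaned the same ways, with 10536 het-only and 5180 KO-only peaks at E16.5 and 5926 and 12366 at E13.5. The embryonic directions therefore need not be particular to these positions. Of the 1803 het-only peaks of at least 3 kb at P3, 1089 (60.4%) were het-only and 9 (0.499%) KO-only at P0. Of the 470 long KO-only peaks at P0, 186 (39.6%) were KO-only and 14 (2.98%) het-only at P3. At E16.5, 14 of them were KO-only and 43 het-only, and at E13.5, 48 were KO-only and 17 het-only. Of the 872 such peaks at P3, 22.5% were KO-only and 1.83% het-only at P0, and 575 overlapped peaks of both genotypes. Of the 295 long het-only peaks at E16.5, 35 were het-only and 30 KO-only at P0, and 32 were het-only and 37 KO-only at P3.

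The bins that recurred at P0 and P3 differed in form between genotypes. The het-only bins formed 10358 runs of adjacent bins, of which 2452 (23.7%) were at least 3 kb long. The KO-only bins formed 13568 runs, of which 383 (2.82%) reached 3 kb. Of the het-only bins, 34.4% were called in het and 27.9% in KO at E16.5. Of the KO-only bins, 36.2% were called in het and 31.3% in KO at E16.5. In both sets most bins were called in none of the 4 embryonic lists (57.2% of the het-only and 58.5% of the KO-only bins). Of bins called in both genotypes at P0 and P3, that share was 10.9%.

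Genotype-specific and shared peaks differed in their position relative to protein-coding genes of GRCm38. Peaks placed at random had their midpoint in a gene body in 40.0% to 40.2% of cases. Shared peaks did so in 24.7% of cases at E13.5, 24.3% at E16.5, 25.6% at P0 and 28.0% at P3. At E13.5 the share was 34.3% of het-only peaks (95% interval 33.1 to 35.5%) and 34.4% of KO-only peaks (33.6 to 35.3%), a difference within the intervals. At E16.5 it was 26.4% (25.6 to 27.3%) and 30.5% (29.3 to 31.8%). At P0, 20.3% of het-only peaks (19.5 to 21.1%) and 38.7% of KO-only peaks (38.04 to 39.46%) were genic, a difference of 18.5 percentage points. At P3 the shares were 27.8% (26.9 to 28.6%) and 36.8% (36.1 to 37.5%), a difference of 9.07 points that rose to 12.02 points when base pairs replaced midpoints.

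Gene bodies were also compared one by one. Of 21887 protein-coding genes, 11859 carried a peak in at least 1 list. Covered length was greater in het at all 4 stages in 131 genes and greater in KO in 642 genes, where 4.04 and 47.8 would be reached if stages were independent. Stages are not independent, so this figure is a reference and not a test. The 5 genes with the largest smallest difference in favour of het were Lrfn5, Tafa4, Oca2, Gpr158 and Lrrc4c. For Tafa4 the called length in het and KO was 6.89 and 3.82 kb at E13.5, 10.98 and 5.66 kb at E16.5, 26.4 and 16.1 kb at P0, and 22.6 and 17.6 kb at P3. For Lrrc4c the difference grew with age, from 27.6 against 26.2 kb at E13.5 to 103.5 against 75.5 kb at P3. The 5 genes in favour of KO were Slit3, Desi2, Chd7, Bcas3 and Gse1. Chd7 carried 4.67 kb in het and 8.18 kb in KO at E13.5, and 10.01 against 21.3 kb at P0. Slit3 carried 17.1 against 20.2 kb at E13.5 and 38.03 against 47.2 kb at P3.

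The 4 gene families were ranked by net covered length among random gene lists of equal size and gene length. Zfp genes (400 genes) lay at percentile 78.8 at E13.5, 2.21 at E16.5 and 99.99 at both P0 and P3, where a high percentile means relatively more length in het. Their net difference at P0 was -23.6 kb against a median of -155.6 kb in random lists, so KO covered more than het, by less than in most random lists. With 5 kb on each side of the gene the P0 difference turned to 76.3 kb in favour of het. The 1110 Olfr genes, which encode olfactory receptors, lay at percentile 32.8, 99.7, 21.6 and 6.22 over the 4 stages. The 355 vomeronasal receptor genes lay at 0.04, 58.8, 48.0 and 0.17. The 69 Pcdh genes lay at 100, 67.7, 15.4 and 56.5. With 5 kb on each side, the vomeronasal receptor genes moved to percentile 97.8 at P0, across the median. With or without these flanks, none of the 4 families lay on the same side of the median at all 4 stages.

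The longest peaks were mostly shared. The longest of all spanned 179.3 kb on chromosome 16 (61379501 to 61558789, build not stated) in the E13.5 KO list, between Epha6 and Nsun3. Every other list covered at least 120.5 kb of it, and the longest E16.5 het peak (61379922 to 61499705) lay inside it. The longest E13.5 het peak, of 122.9 kb on chromosome 7 (59918626 to 60041477), overlapped Snrpn and Snurf. The longest E16.5 KO peak, of 123.2 kb on chromosome 12 (114943935 to 115067143), lay between Adam6a and Zfp386. On chromosome 7 lay the longest P0 het peak (62025445 to 62096465, 71.0 kb), between Gm51483 and Ndn. The same chromosome held the longest P3 KO peak (60819130 to 60884679, 65.6 kb), between Snrpn and Gm51483. The longest P0 KO peak spanned 90.2 kb on chromosome 14 (109965048 to 110055281), between Slitrk1 and Slitrk6. Of these peaks, the one over Snrpn and Snurf varied most in relative terms, with 60.9 kb of its interval called in P3 het.

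The longest P3 het peak was an exception. It spanned 91.7 kb on chromosome 13 (112619791 to 112711493) and overlapped Ddx4 and Slc38a9. Peaks covered 86.6 kb of it in E13.5 het, 88.6 kb in E13.5 KO and 89.0 kb in E16.5 het, but 19.5 kb in E16.5 KO, 25.8 kb in P0 het, 27.8 kb in P0 KO and 57.6 kb in P3 KO. Ddx4 is the gene also known as Mvh, a name that the reporter transgene shares.

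The longest unmatched peak of each list was called in part in at least 1 list of another stage. At P0 the longest het-only peak spanned 18.7 kb on chromosome 1 (49753171 to 49771915), between Slc39a10 and Tmeff2. In that interval, 10.3 kb were called in E16.5 het, 9.42 kb in E16.5 KO, 9.83 kb in P3 het and 0.637 kb in P3 KO. The longest KO-only peak at P0 spanned 10.1 kb on chromosome 1 (58770485 to 58780570), between Cflar and Casp8. It had no call in the embryonic lists and 8.27 kb in het and 9.75 kb in KO at P3. The longest het-only peak at P3 spanned 16.7 kb on chromosome 12 (28224926 to 28241635), between Sox11 and Dcdc2c, and the longest KO-only peak at P3 spanned 17.3 kb on chromosome 8 (101156094 to 101173432), between Cdh8 and Cdh11. At P0 both genotypes had calls in both of these intervals.

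**Figure D3:**
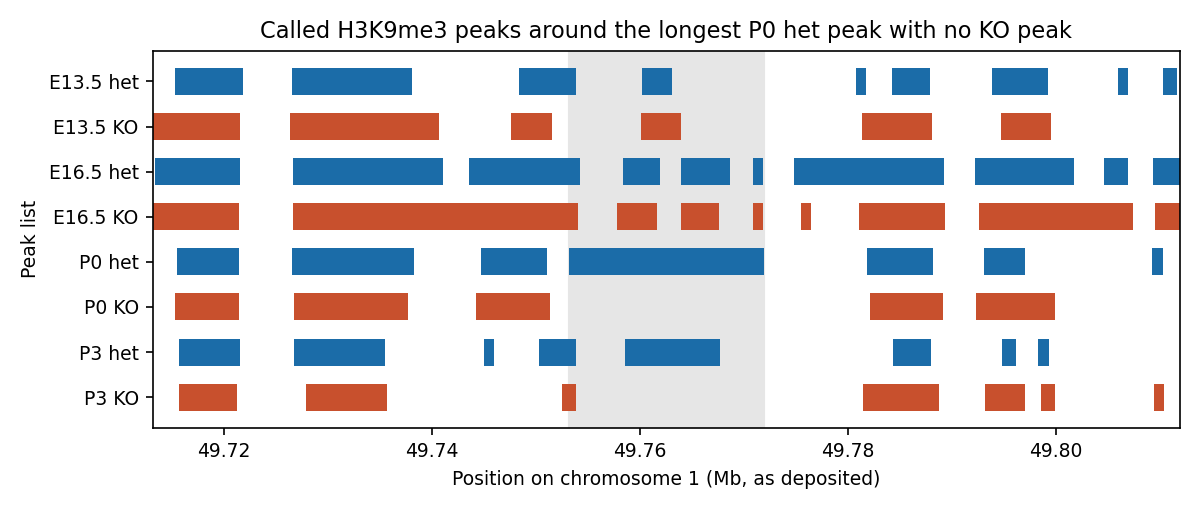
Called H3K9me3 peaks in the 8 lists along chromosome 1 (position in Mb on the build of the lists), with het peaks in blue and KO peaks in red and the longest het-only peak at P0 shaded. The shaded interval holds no peak in the P0 KO list and 0.637 kb in the P3 KO list, against 18.7 kb and 9.83 kb in the het lists of those stages.

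Among the embryonic lists, the longest het-only peak at E16.5 spanned 38.02 kb on chromosome 3 (74682639 to 74720653), between Gm6098 and Zbbx. Every list except E16.5 KO covered at least 37.3 kb of it. The longest KO-only peak at E13.5 spanned 18.1 kb on chromosome 8 (50753751 to 50771867), between Tenm3 and Aga, and all 6 later lists covered between 14.2 and 18.1 kb of it. The longest het-only peak at E13.5 spanned 10.05 kb on chromosome 15 (69766656 to 69776704), between Khdrbs3 and Fam135b. The longest KO-only peak at E16.5 spanned 7.93 kb on chromosome 9 (86243010 to 86250942), between Tpbg and Ube2cbp.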

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

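The tests in this part were chosen only after the result was seen. The covered length in KO relative to het was 0.923 at E16.5, below 1, while it was 1.14 at E13.5, 1.04 at P0 and 1.09 at P3. The difference between stages was not tested, since each stage has 1 list per genotype. At E16.5 all 19 autosomes had a ratio below 1, and the X chromosome had 1.03.

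A list-wide difference in depth or calling threshold at E16.5 is a candidate explanation. It predicts that the extra het calls are short. Of het peaks of at least 3 kb at E16.5, 0.928% had no KO counterpart, and peaks of 1001 bp made up 61.1% of the het-only peaks. A difference in depth or threshold could give these values, but they do not single it out. Peaks of 1001 bp also made up 73.7% of the KO-only peaks at E16.5, from the shorter list. In the longer lists of the other stages, all KO, the unmatched share of such long peaks was 1.74% (E13.5), 1.29% (P0) and 2.39% (P3). In the shorter lists it was 0.536% (E13.5 het), 0.179% (E16.5 KO), 5.96% (P0 het) and 5.34% (P3 het). The ratio of the X chromosome was 1.03 at E16.5, while all 19 autosomes lay below 1. The X may respond to depth or threshold in another degree than autosomes, so only its opposite direction argues against such a difference alone. Exchanged genotype labels at E16.5 would also turn the ratio around. The odds ratio of genotype-specific bins was 1.25 for E16.5 with P0, 1.03 for E16.5 with P3 and 0.829 for E13.5 with E16.5. If calls recurred between stages, an exchange at E16.5 would bring these values below 1. The last was below 1, with 3 of 20 chromosomes above 1, and the first was not. Recurrence between embryonic and postnatal stages was also weak, at most 1.43 under any setting tried, so these values decide nothing. Exchanged labels and an effect at this stage cannot be told apart from the lists. An effect of Morc1 loss that is specific to E16.5 stays open and was not tested, because read depths were not used here. With equal peak numbers the ratio was 0.936 at E16.5 and 1.11, 1.02 and 1.08 at E13.5, P0 and P3, so the direction at each stage was kept under this setting.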

How the results depend on the processing

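In all, 52 results were recomputed under 1 to 6 other settings each, drawn from 9 settings in all. Joining peaks closer than 1 kb changed no peak and is left out of these counts. Of 116 values for the comparisons of the design, 77 stayed within their interval or on their side of the limit, 36 moved, 1 became weaker, 1 stronger and 1 reversed. Of 64 values for other results, 34 stayed, 28 moved and 2 reversed. Counts were taken as unchanged within 1.5 times of the reported number, and Jaccard indices and shares within their interval. For Jaccard indices and length ratios the interval treats the value as a share of the number of peaks, and it measures no replicate error. Since peaks are many, these intervals are narrow, and small shifts count as moves. An odds ratio counted as unchanged when it kept its side of 1 and lay within 0.788 to 1.34 times the reported value. That range is wide, so sizeable shifts of an odds ratio count as unchanged.

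Every setting tried kept the covered length in KO above that in het at E13.5, P0 and P3 and below it at E16.5. Equal peak numbers moved the ratios to 1.11 at E13.5, 0.936 at E16.5, 1.02 at P0 and 1.08 at P3. This setting removes the shortest peaks of the larger list by construction, and so removes part of the difference in length. For other shifts the cause was not tested, unless the setting itself lowers the number of peaks.

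Keeping the longer 50% of each list lowered the het-only peaks to 2676 at E13.5, 5022 at E16.5, 6331 at P0 and 6241 at P3. It lowered the KO-only peaks to 5842, 2436, 10070 and 9311. With peaks of the most common length left out, 3185 het-only peaks remained at E13.5 and 3450 KO-only peaks at E16.5. Both settings keep fewer peaks by construction. Joining peaks closer than 5 kb, a setting chosen after seeing the data, gave 6888 het-only peaks at E16.5 and 6624 at P0. The excess of KO-only over het-only peaks at E13.5, P0 and P3 and the opposite at E16.5 held under every setting, but equal peak numbers brought the ratio of KO-only to het-only peaks to 1.17, 0.849, 1.09 and 1.12.

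The Jaccard index between consecutive stages shifted by small amounts. For het E13.5 with E16.5 it was 0.471 with equal numbers, 0.457 with joining at 5 kb and 0.449 without peaks of the most common length. For het E16.5 with P0 it was 0.595 in the longer 50%, 0.599 with joining at 5 kb and 0.593 without the most common length. For het P0 with P3 it was 0.628 in the longer 50% and 0.657 with joining at 5 kb. In KO, E13.5 with E16.5 gave 0.513 with equal numbers and 0.510 with joining at 5 kb. E16.5 with P0 gave 0.602 with equal numbers, 0.604 in the longer 50%, and 0.598 both with joining at 5 kb and without the most common length. P0 with P3 gave 0.658, 0.647, 0.668 and 0.659 under the same 4 settings. The order of the 3 steps was the same under each setting in both genotypes, and the cause of these shifts was not tested. Equal peak numbers do not make covered lengths equal, so the limit that list length sets on the index remains.

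With 5 kb added on each side of the genes, the percentile of the vomeronasal receptor genes at P0 changed from 48.0 to 97.8, across the median. The percentile of the Olfr genes at P3 became 1.46, below 2.5, and that of the Zfp genes at E16.5 became 6.16, above 2.5. The cause was not tested. The other 13 percentiles stayed on their side. The difference in gene-body share between KO-only and het-only peaks moved from 0.177 to 2.15 points at E13.5 with equal numbers, and from 9.07 to 12.02 points at P3 with base pairs in place of midpoints.

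The odds ratio for genotype-specific bins at P0 and P3 ranged from 52.4 to 74.8 over all settings, which were chosen after seeing the data. For E16.5 with P3, 1.03 in all bins, it was 0.905 with equal numbers and 0.973 in the longer 50%. This pair of stages has no direction that holds under the settings tried. The odds ratio of E13.5 with E16.5 ranged from 0.685 to 0.829. With equal numbers, E13.5 with P0 gave 1.37 and E13.5 with P3 gave 1.43, above the 1.34 reached in simulations on full lists. E13.5 with E16.5 gave 0.685 with equal numbers, 0.721 with 2 kb bins and 0.730 in the longer 50%. These lay below the lowest simulated value of 0.788, while the 0.817 of autosomes only did not.

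No paired analysis was possible because each list stands for both samples of a group and carries no replicate number. For the same reason leaving out each replicate in turn was not run. Joining peaks closer than 1 kb changed nothing, since the smallest gap in every list was 1499 bp, and so tells nothing about stability. Shares in repeats (by base pairs, by peak and with equal numbers), at promoters within 1 or 2 kb and in high-copy sequence were not run under any setting, since the sequence and strand they need were not used here. Read depth is unknown, which limits every comparison of peak number, covered length and short genotype-specific peaks between lists.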

Other observations

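All tests in this part were chosen only after the result was seen, and each pattern here is a hypothesis found and tested on the same data.

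Bins called in 1 genotype only at both P0 and P3 mostly kept their direction. The odds ratio covers these bins alone and does not give the share of calls that recur, which was 39.6% for long KO-only peaks of P0 and 22.5% for those of P3. Independent threshold noise in each list would give an odds ratio near 1, and simulated independent losses gave 0.788 to 1.34. The measured odds ratio of 53.8 argues against such noise as the source. For the het-only part, a deeper or more permissive list is also argued against. The KO list was the longer at both E13.5 and P0, yet 5.96% of het peaks of at least 3 kb lacked a KO counterpart at P0 and 0.536% at E13.5. A sequence difference between the genotypes, such as one linked to the Morc1 allele, would be present at every stage. Of the recurrent het-only bins that were called in het at E16.5, 71.4% were also called in KO at E16.5, which argues against it for those bins. The share was lower than the 85.3% of all bins called in het at E16.5. Chromosome 16, which carries Morc1, had 107.3 recurrent het-only bins per 1000 shared bins, within the autosomal range of 77.1 to 113.7. Its odds ratio for P0 with P3 was 78.0, the highest of the 20 chromosomes, followed by 74.9 on chromosome 2.

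For the KO-only part, 1.29% of KO peaks of at least 3 kb lacked a het counterpart at P0, less than the 1.74% at E13.5, and 2.39% at P3, more than at E13.5. These shares do not point the same way at both postnatal stages, so a greater depth or lower threshold in the KO lists and an effect of the genotype cannot be told apart for this part. A library batch or background shared by the P0 and P3 libraries of a genotype stays open for both parts. Of the recurrent het-only bins, 57.2% were called in no embryonic list, and there the embryonic lists decide nothing, so such a batch and the genotype cannot be told apart. A sequence difference between the genotypes also stays open for the bins called in no embryonic list. A loss of H3K9me3 at particular sites in postnatal KO gonocytes is therefore a candidate explanation for the het-only part. Read-level data per replicate would be needed to separate such a loss from a batch.

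KO-only peaks at P0 and P3 were in gene bodies more often than het-only peaks, with 38.7% against 20.3% at P0. Randomly placed background calls in the KO lists could raise a share toward the 40.0% of random placement. Random calls would not recur, however, so recurrent calls argue against this source for the recurrent bins only. The bins called in KO only at both P0 and P3 numbered 16139, against 2379 that were KO-only at P0 and het-only at P3. Of these recurrent KO-only bins, 30.9% (95% interval 30.1 to 31.6%) lay in gene bodies, against 17.0% (16.501 to 17.557%) of the recurrent het-only bins and 19.5% of bins called in all 4 postnatal lists. The 30.9% was below the 38.7% of all KO-only peaks at P0, although bins and peaks are different units. Calls that did not recur are left out of these bins by construction, so randomly placed background stays open for them. Background that recurs at the same places, such as in open chromatin, was not tested.

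The X chromosome departed from the autosomes in the ratio of KO to het covered length. Relative to the autosomes it was 1.05 at E13.5, 1.12 at E16.5, 0.924 at P0 and 1.02 at P3. It lay above all 19 autosomes at E13.5 and E16.5, below all 19 at P0, and above 16 at P3. A list-wide difference in depth or threshold acts on all chromosomes, although the X may respond in another degree. At P0 the ratio of KO to het covered length was 0.969 on the X and above 1 on all 19 autosomes. This opposite direction argues against such a list-wide difference as the whole cause. On the X there were 147.9 recurrent het-only bins per 1000 shared bins, against at most 113.7 on an autosome (chromosome 10). The recurrent KO-only bins gave 85.6 on the X, within the autosomal range of 67.6 to 102.7. All cells were male germ cells from testes, so the design gives no difference between the genotypes in the number of X chromosomes per cell. Such a difference, if alike at every stage, would also move the ratio 1 way. The values of 1.12 at E16.5 and 0.924 at P0 argue against it. A local change of the mark on the X that differs between stages stays open and was not tested.

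Coverage of long domains was also compared. Over 171 domains of at least 50 kb, built from peaks of at least 10 kb in any list, the median absolute difference in coverage between het and KO was 3.88 percentage points at E13.5, 1.69 at E16.5, 4.60 at P0 and 7.28 at P3. The domains were chosen for long peaks, so coverage is near its maximum in many lists and small differences there say little. The median coverage in KO relative to het was 1.03, 0.997, 1.03 and 1.08 over the 4 stages, against 1.14, 0.923, 1.04 and 1.09 for the covered length of the whole lists. A difference of 50 points or more occurred in 1 domain at E13.5 (chromosome 8, 50753096 to 50808119) and in 3 at E16.5. The last 3 were the domain at Ddx4, one on chromosome 3 and one on chromosome 15 (70394211 to 70447314). They were chosen after their values were seen.

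The Ddx4 domain spanned 115.4 kb on chromosome 13 (112597967 to 112713340). It was covered over 94.5% in E13.5 het, 92.5% in E13.5 KO, 96.1% in E16.5 het and 94.8% in P3 het. The other 4 lists covered 18.6% (E16.5 KO), 22.5% (P0 het), 25.1% (P0 KO) and 55.8% (P3 KO). The genotype alone does not give this order, since 92.5% was covered in E13.5 KO and 22.5% in P0 het. The stage alone does not give it either, since het and KO were 77.5 points apart at E16.5. A list-wide difference in depth or threshold alone is argued against by the 25.1% covered in P0 KO, the list of greatest covered length, when E13.5 het, the list of smallest covered length, covered 94.5%. Going by its name, the Mvh-Venus reporter may carry sequence of this locus, and extra copies of it in some animals may raise the signal. The content of the reporter was not checked here. The right edge of the domain varied by 1.85 kb over the 4 lists that covered at least 80% of it. Fixed edges would follow from a transgene and from a chromatin domain alike, so they cannot be told apart. An effect of Morc1 loss limited to some stages also stays open and was not tested. Coverage in the H3 samples, not analysed here, would show extra copies.

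The domain on chromosome 3 (74642958 to 74722758, 79.8 kb) had no call in the E16.5 KO list and was covered over 83.4% to 97.6% in the 7 other lists. An effect of the genotype that is alike at every stage is argued against by the 89.9% covered in P0 KO. A list-wide difference in depth or threshold alone is argued against by the 95.3% covered in E13.5 het, whose covered length was smaller than that of E16.5 KO. Of 147 domains covered over at least 90% in E16.5 het, 127 were also covered over at least 90% in E16.5 KO. The gap of 94.8 points at E16.5 may come from a deletion in the animals of that group or from calls lost in processing, and these cannot be told apart here. An effect of Morc1 loss limited to E16.5 also stays open and was not tested.

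Territory gained between E13.5 and E16.5 was largely common to both genotypes, and territory gained in the later steps was less so. Of bins called at E16.5 and in neither genotype at E13.5, 72.1% of those in het were also called in KO, and 85.5% of those in KO were also called in het. For bins called at P0 and in neither genotype at E16.5 the shares were 59.2% and 54.0%. For bins called at P3 and in neither genotype at P0 they were 61.6% and 40.1%. Each step was set against the stage just before it, so such bins can have been called earlier. Whole lists showed a like contrast, with a Jaccard index of het and KO of 0.798 at E16.5, 0.699 at P0 and 0.666 at P3. The difference between the steps need not be particular to gained territory, and no explanation was tested for it.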
